# MiRNA Profile Associated with Replicative Senescence, Extended Cell Culture, and Ectopic Telomerase Expression in Human Foreskin Fibroblasts

**DOI:** 10.1371/journal.pone.0012519

**Published:** 2010-09-01

**Authors:** Laura N. Bonifacio, Michael B. Jarstfer

## Abstract

Senescence is a highly regulated process that limits cellular replication by enforcing a G1 arrest in response to various stimuli. Replicative senescence occurs in response to telomeric DNA erosion, and telomerase expression can offset replicative senescence leading to immortalization of many human cells. Limited data exists regarding changes of microRNA (miRNA) expression during senescence in human cells and no reports correlate telomerase expression with regulation of senescence-related miRNAs. We used miRNA microarrays to provide a detailed account of miRNA profiles for early passage and senescent human foreskin (BJ) fibroblasts as well as early and late passage immortalized fibroblasts (BJ-hTERT) that stably express the human telomerase reverse transcriptase subunit hTERT. Selected miRNAs that were differentially expressed in senescence were assayed for expression in quiescent cells to identify miRNAs that are specifically associated with senescence-associated growth arrest. From this group of senescence-associated miRNAs, we confirmed the ability of miR-143 to induce growth arrest after ectopic expression in young fibroblasts. Remarkably, miR-143 failed to induce growth arrest in BJ-hTERT cells. Importantly, the comparison of late passage immortalized fibroblasts to senescent wild type fibroblasts reveals that miR-146a, a miRNA with a validated role in regulating the senescence associated secretory pathway, is also regulated during extended cell culture independently of senescence. The discovery that miRNA expression is impacted by expression of ectopic hTERT as well as extended passaging in immortalized fibroblasts contributes to a comprehensive understanding of the connections between telomerase expression, senescence and processes of cellular aging.

## Introduction

Senescence is a cellular state characterized by loss of replicative potential and continued metabolic activity that appears to function as a tumor suppressor mechanism but also contributes to aging. Several diverse stimuli including DNA damage, oncogene expression, and telomere attrition can lead to senescence. Even though diverse stresses are capable of inducing senescence, p53, Rb, and more recently Skp2 have been identified as critical pathways common to initiation, execution and maintenance of senescence-associated growth arrest [1], [2], [3]. Highlighting the importance of p53 in senescence and the role of senescence as a barrier against tumorigenesis, restoration of p53 activity in p53-depleted tumors can cause activation of senescence and tumor regression [4]. The critical pathways of senescence are controlled by a complex network that regulates chromatin remodeling, proliferation arrest, cell remodeling, activation of the senescence associated secretory pathway, and inhibition of apoptosis [2]. While major effectors of these critical pathways have been identified, a complete understanding of this molecular network is still limited.

Accumulating evidence suggests a role for microRNAs (miRNA) in conveying senescence. MiRNAs are small, 19-23 nucleotide, non-coding RNAs that repress the expression of target genes by either preventing translation of the target mRNA or causing its degradation. Recent work by Maes et al [5] describes the miRNA profile of replicative senescence in comparison to premature senescence and serum-starved cells using WI-38 fibroblasts. In this study we present the miRNA profile of replicative senescence in human BJ fibroblasts, which in contrast to WI-38 fibroblasts express negligible amounts of p16 [6], and compare this to the miRNA expression profile of BJ fibroblasts immortalized by the stable transfection of the catalytic subunit of human telomerase (hTERT). When the miRNA profile of senescent BJ cells (p16 deficient) is compared to the profile in WI-38 cells (p16 positive), a p16-independent senescence association of several miRNAs appears. In addition, we demonstrate the specificity of several miRNAs in senescence-induced growth arrest in BJ cells by comparing their expression to that observed in late passage immortalized BJ cells and wild type (WT) contact-inhibited quiescent BJ cells. Importantly, the observation that several miRNAs are down-regulated over time in BJ-hTERT cells (in contrast to their up-regulation during senescence in WT cells) and one miRNA is up-regulated in late-passage BJ-hTERT cells (in contrast to down-regulation during senescence) suggests that TERT can affect regulation of senescence-associated miRNAs. Finally, despite an abundance of evidence linking miR-34a to senescence [7], we demonstrate that this miRNA is up-regulated similarly in both senescent and late-passage BJ-hTERT cells. This may imply that programmed changes in miRNA expression associated with aging independent of senescence can regulate miR-34a expression, at least in BJ fibroblasts.

## Results

### Characterization of senescence and extended-passage WT and immortalized BJ cells

BJ fibroblasts were passaged to approximately 50 population doublings before population doubling time and morphologic changes indicated senescence in the WT cell line, and senescence was confirmed by beta-galactosidase staining (Fig. 1a, b). While the WT fibroblasts grew more slowly as they approached senescence, the immortalized BJ fibroblasts maintained a consistent population doubling time regardless of their passage age. Senescent wild type BJ cells were notably larger and flattened with increased lamellipodia compared to their early passage counterparts. The morphologic changes noted in the WT cell line during senescence were absent in the immortalized late-passage BJ cells (Fig. 1c, d).

**Figure 1:**
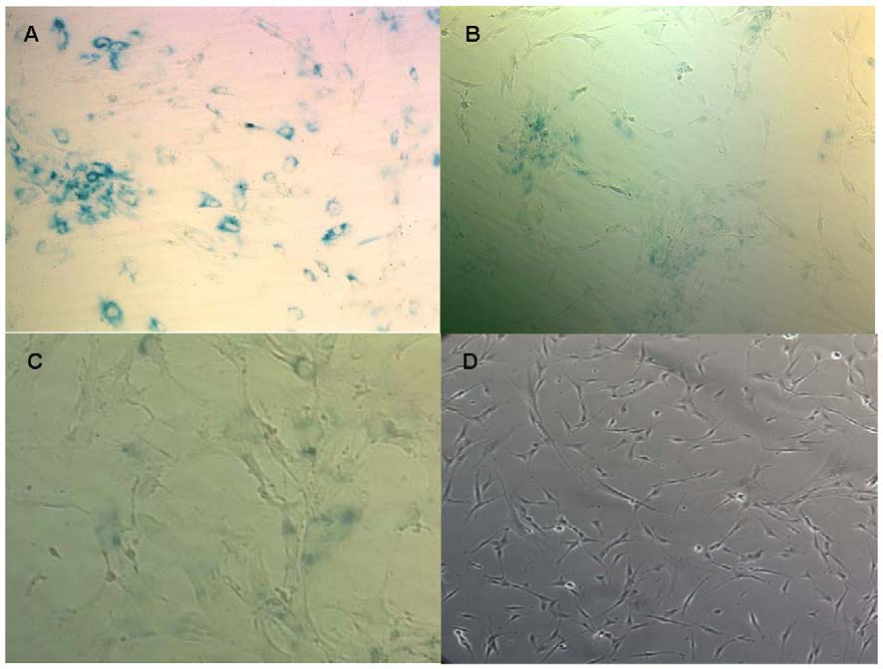
Beta-galactosidase staining in senescent WT and late passage immortalized cells. (A) Beta-galactosidase staining is shown as blue cells in senescent WT culture. (B) Staining is absent in the late-passage immortalized BJ cells. (C) Senescent BJ fibroblasts are flattened and enlarged compared to early passage WT BJs. (D) Late-passage BJ-hTERT cells do not display senescence-associated morphologic changes.

### MiRNA profile of senescence in BJ fibroblasts

To identify those miRNAs that are differentially expressed during replicative senescence of BJ fibroblasts, we utilized a miRNA microarray platform that probes for expression of 470 human miRNAs and 64 human viral miRNAs, based on the Sanger miRNA database version 9.1. 

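Total RNA from BJ fibroblasts, a human foreskin fibroblast line, was labelled with Cy3 and hybridised to 1-colour arrays that hold 470 human and 64 human viral miRNAs. The values cover 1 array of early passage WT cells (passage 2 in the deposited labels), 2 arrays of senescent WT cells (passage 8), 2 of early passage BJ-hTERT cells (passage 3) and 2 of late passage BJ-hTERT cells (passage 17). BJ-hTERT cells are BJ fibroblasts made immortal with the catalytic subunit of telomerase. The authors deposited log2 values of the mean signal of each probe, quantile normalized and averaged over the signals of a miRNA, with a median of 5.75 to 5.77 on each array. Their log2 scale was checked against the scanner signals, and the methods name no subtraction of background. Of the 7 scanner files, 2 match the deposited values of the sample they are linked to, 4 match those of another sample and 1 matches none (the Spearman correlation is at least 0.9992 where they match, and at most 0.525 for the last file). The 2 files linked to senescent cells match early and late passage BJ-hTERT replicate 1. Of the 2 linked to early passage BJ-hTERT cells, 1 matches senescent replicate 2 and the other is the file that matches none. The 2 linked to late passage BJ-hTERT cells match early and late passage BJ-hTERT replicate 2. Therefore the deposited values are used under their own sample names, a choice made after both sources had been compared, and the scanner files say which miRNAs were detected and give the SD over spots. A miRNA was tested when a share of at least 0.5 of the spots of 1 of its probes was well above background on at least 1 of the 7 scanned arrays, which held for 249 miRNAs (232 human and 17 viral). In the scans that match a sample, 29.7% to 37.3% of spots and 184 to 228 miRNAs were above background. All 7 arrays entered 1 limma fit with a mean per group, in which the lone early passage WT array is assumed to vary like the duplicates of the other groups. The paper states that each total RNA sample was arrayed in duplicate, while the legend of Fig. 2 speaks of duplicate RNA samples, so the p-values measure the spread between duplicate arrays, and whether this includes a spread between cultures is not known.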

Microarray results reveal 83 miRNAs whose expression changed during senescence by more than 1 standard deviation compared to the mean expression of each miRNA in early passage WT fibroblasts (Figure 2a and Figure S1). 

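Among the miRNAs that passed the test in senescent WT cells, miR-424 and miR-181a rose most, and miR-29b and miR-31 fell most. Most tested members of the miR-17-92 cluster and its paralogs were lower, and most of the miR-23/27/24 clusters and of the cluster of miR-199 and miR-214 were higher, but none of these 3 lists passed with an estimated correlation. The miR-15/16 family split: miR-424 and miR-503 rose, and miR-15a, miR-15b and miR-16 fell. No member of the let-7 family passed the test. Of the 249 tested miRNAs, 58 differed from early passage WT cells at an adjusted p under 0.05 (limma), 29 higher and 29 lower, and 91 did at an unadjusted p under 0.05. The value of hsa-miR-181a was 8.43 ± 0.0255 (log2, SD, n = 2 arrays) in senescent cells and 6.58 on the early passage WT array, a log2 fold change of 1.86 (standard error 0.0577, adjusted p = 0.000252). For hsa-miR-29b the log2 fold change was -1.47 (standard error 0.106, adjusted p = 0.00262), and for hsa-miR-31 it was -0.98 (standard error 0.0813, adjusted p = 0.00358), each in the same direction on both senescent arrays. These calls held without any 1 of the duplicate arrays, but the lone early passage WT array stayed in every fit. In miR-16 (-0.92, adjusted p = 0.0105) and miR-93 (-0.85, adjusted p = 0.00803) the fall was smaller. When the replicate number entered the fit as a block, only 7 miRNAs passed in senescence. MiR-181a, miR-29b and miR-31 were among them, and miR-16 and miR-93 were not. With the scanner files as linked to samples, miR-181a (-0.09), miR-29b (0.74), miR-16 (0.78) and miR-93 (0.26) moved the other way.

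Of the 13 tested members of the miR-17-92 and paralog clusters, a list fixed before the data were examined, 9 were lower and none was higher, with 11 lower when adjusted over the list alone (camera, adjusted p = 5.2e-05, and adjusted p = 0.964 with an estimated correlation). Without senescent replicate 2 only 1 of them was called, without senescent replicate 1 or either early passage BJ-hTERT array 5 were, and without the filter on dim miRNAs 2 were. In the miR-23/27/24 clusters 3 of 5 members were higher (3 adjusted over the list alone; camera, adjusted p = 0.034, and adjusted p = 0.821 with an estimated correlation), but none was without senescent replicate 2 and 1 was without senescent replicate 1 or either early passage BJ-hTERT array. In the cluster of miR-199 and miR-214, 3 of 4 were higher (4 adjusted over the list alone; camera, adjusted p = 0.017, and adjusted p = 0.821 with an estimated correlation), and 1 was without any 1 of those 4 arrays. When each sample takes the values of the scanner file linked to it, these 3 groups run the other way: no miRNA is called (limma; 7 at an unadjusted p under 0.05), but the miR-17-92 list is called higher (camera with the preset correlation, adjusted p = 0.000126). The files linked to senescent cells match 1 early and 1 late passage BJ-hTERT array. If the deposited names are right, this setting thus compares BJ-hTERT with WT cells and not senescent cells. In the miR-15/16 family the 3 lower calls became 1 without senescent replicate 2, without either early passage BJ-hTERT array and without the filter on dim miRNAs, while miR-424 and miR-503 stayed called, and with the scanner files as linked all 6 tested members lay above 0 with no call (limma; 7 of all tested miRNAs at an unadjusted p under 0.05). In 3 scalings of the joined scanner files, 1 or 2 of the 5 miR-23/27/24 members were lower, and in 1 scaling 1 of the 4 members of the cluster of miR-199 and miR-214 was. The count of 58 fell to 31 without senescent replicate 1, 15 without senescent replicate 2 and 29 without either early passage BJ-hTERT array. Higher calls made up 50.0% here, and 53.2% to 69.2% in 6 other scalings of the scanner files joined to the samples whose values they match, which were tried after the data were seen.

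By the paper's rule, 127 of the 534 miRNAs counted as changed in senescence, 72 higher and 55 lower. The SD was taken over the spots of a miRNA on the early passage array of the same line. Other readings of 1 SD, which the paper does not define, gave 81 to 373, and a fixed log2 change of 1 gave 12. From counts of this kind, the paper concludes that these miRNAs are differentially expressed during replicative senescence.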

Since each total RNA sample was arrayed in duplicate, one of the duplicate signals for a given miRNA must have indicated a change in expression of more than 1 standard deviation from the mean early passage signal for that miRNA to be identified as differentially expressed during senescence. To assist in parsing out those miRNAs that were changed during senescence due to a direct and specific senescence association, we compared and contrasted the array data from senescent BJ cells to BJ-hTERT cells that were passaged for an equal length of time (Figure 2b and Figure S2). Clearly, some miRNAs that were up-regulated in the senescent cells also were also up-regulated during extended culturing of the immortal cell line.

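MiR-34a, miR-181a and miR-210 were higher both in senescent WT cells and in late passage BJ-hTERT cells, each against early passage cells of its own line. MiR-34a reached a similar level in both: 9.70 ± 0.0898 (log2, SD, n = 2 arrays) in senescent cells, from 8.94 on the early passage WT array, and 9.61 ± 0.123 (n = 2) in late passage BJ-hTERT cells, from 8.35 ± 0.0573 (n = 2). Its log2 fold change was 0.76 in senescence (standard error 0.102, adjusted p = 0.0127 from limma) and 1.26 in BJ-hTERT cells (standard error 0.0836, adjusted p = 0.00155). The late passage BJ-hTERT and senescent arrays did not differ at the threshold for miR-34a (log2 difference -0.08, adjusted p = 0.449), and neither did its 2 passage effects (difference -0.51, adjusted p = 0.0653). The rise of miR-181a in BJ-hTERT cells was 0.29 (adjusted p = 0.021) and that of miR-210 was 0.27 (adjusted p = 0.0334). Lower in both were miR-130b, miR-143, miR-145, miR-196b, miR-221, miR-301 and miR-93. In opposite directions, miR-193b, miR-199a, miR-199b, miR-23a, miR-23b and miR-27b rose in senescence and fell in late passage BJ-hTERT cells, and miR-29b and miR-31 did the reverse. Names beyond those of the paper and of the largest changes were chosen after their values were seen. The 2 comparisons share no array, but both take the variance of a miRNA from the same fit. A miRNA that varies little is thus called more readily in both, and miRNAs are not independent. The p-values that follow are therefore no test of a shared change. The 3 miRNAs higher in both compare with 2.1 for independent lists (Fisher's exact test, two-sided, p = 0.449), and the 7 lower in both with 2.56 (p = 0.00696), over 249 miRNAs. The 6 that rose in senescence and fell in BJ-hTERT cells also compare with 2.56 (the same exact test, p = 0.0289), and the 2 that did the reverse with 2.1 (p = 1). Single arrays decide part of these counts: those higher in both number 1 without either senescent array, without either early passage BJ-hTERT array or without late replicate 1, and those lower in both number 2 without senescent replicate 2, 3 without either early passage BJ-hTERT array, and 4 without senescent replicate 1 or late replicate 1. Those higher in senescence and lower in BJ-hTERT cells become 2, 1, 1 and 1 without senescent replicate 1, senescent replicate 2 and each early passage BJ-hTERT array, and the reverse set becomes 1 without either early passage BJ-hTERT array. The lone early passage WT array stayed in every fit, and miR-34a is called without any 1 of the other 6 arrays. When the replicate number entered the fit as a block, no miRNA was called higher in both or lower in both. MiR-34a then passed in BJ-hTERT cells (limma, adjusted p = 0.0112) but not in senescence (adjusted p = 0.0612). With the scanner files as linked to samples, its senescence change is -0.04.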

**Figure 2:**
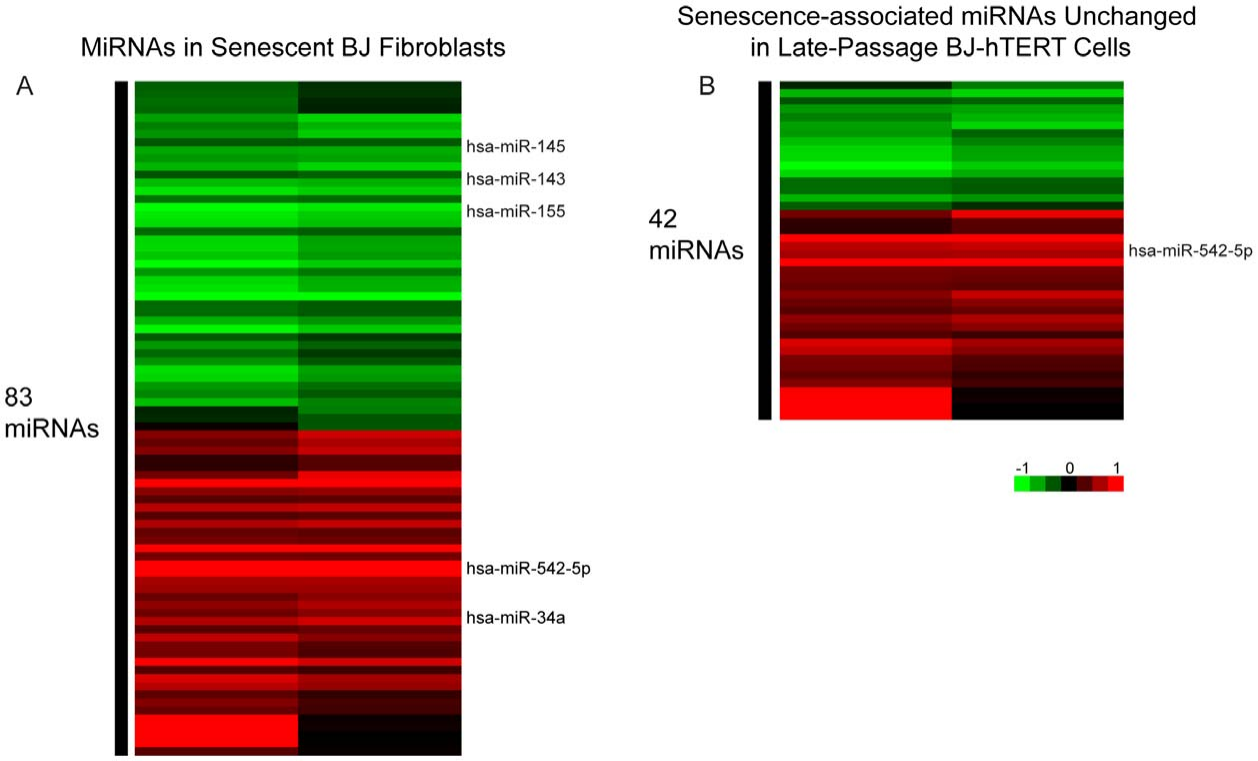
MiRNA expression in senescent BJ fibroblasts. Array results are depicted for each of the duplicate RNA samples used in the array. A) MiRNA microarray results reflecting those miRNAs whose expression in senescent cells differed by more than 1 standard deviation from the mean expression of each miRNA in early passage WT fibroblasts. B) Senescence-associated miRNAs that are not differentially expressed in late passage BJ-hTERT cells.

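Among the miRNAs that counted as changed in senescent WT cells and not in late passage BJ-hTERT cells were miR-503, miR-542-3p, miR-542-5p, miR-450, miR-373*, miR-197, miR-22, miR-16, miR-29b and miR-93. MiR-424 counted in both lines, but in opposite directions. MiR-143 and miR-23a did not count in senescence, since their SD over spots on the early passage WT array was 0.891 and 0.901. By the SD over spots 72 miRNAs belonged to this set, 45 higher and 27 lower in senescent cells. Other readings of 1 SD gave 39 to 157, and a fixed log2 change of 1 gave 12. Of those named, miR-29b (0.69, adjusted p = 0.00859) and miR-93 (-0.53, adjusted p = 0.0119) did pass the limma test in late against early passage BJ-hTERT cells. The other miRNAs counted in senescence comprised 21 higher in both lines, 19 lower in both and 15 that moved in opposite directions. A count in 1 line only does not show that the lines differ, so the passage effects were also compared directly (limma): 43 of 249 miRNAs passed, 25 with the higher effect in senescence and 18 with the lower. With the replicate number as a block, 21 passed. The effect of senescence exceeded that of late passage in BJ-hTERT cells by 2.98 for miR-424 (log2, adjusted p = 0.00279), 1.54 for miR-503 (adjusted p = 0.00199), 0.75 for miR-542-3p (adjusted p = 0.0129) and 0.70 for miR-542-5p (adjusted p = 0.00382). For miR-450 the difference was 0.27 and did not pass (adjusted p = 0.191). For miR-29b it was -2.16 and for miR-31 -1.65 (both with an adjusted p of 0.00199). The 43 became 28 without senescent replicate 2, 24 and 22 without either early passage BJ-hTERT array and 27 without late replicate 1, and 0 with the scanner files as linked to samples (limma; 10 at an unadjusted p under 0.05). The effect was higher in senescence for 58.1% of the 43, and for 55.6% to 73.3% in 5 scalings of the joined scanner files.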

The microarray results corroborate suggested senescence-associated roles for several miRNAs. The miR-424-503 polycistron as well as miRs-450, 542-3p and 542-5p, which are all within 7 kb of the 424-503 polycistron, are significantly up-regulated in senescent BJ cells. This correlates well with previously published evidence indicating that miR-424 and 503 induce G1 arrest when overexpressed in human THP-1 cells by targeting several cell-cycle regulators [8]. 

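All 5 miRNAs of this group were brighter on both senescent arrays than on the early passage WT array, and 4 passed the test. MiR-424 changed most, miR-503 followed, and miR-542-5p and miR-542-3p rose by less. MiR-450 rose least and did not pass. The probes of hsa-miR-424 lie on chromosome X of hg18 from 133508376 to 133508397, and those of hsa-miR-450, the farthest, from 133502090 to 133502111, so that the group spans 6308 bases. Between them lie hsa-miR-503 from 133508067 to 133508083, hsa-miR-542-5p from 133503097 to 133503114 and hsa-miR-542-3p from 133503060 to 133503080. MiR-424 went from 8.63 on the early passage array to 11.20 ± 0.0212 (log2, SD, n = 2 arrays), a log2 fold change of 2.56 (standard error 0.169, adjusted p = 0.00215 from limma), or 5.91-fold. For miR-503 the log2 fold change was 1.38 (standard error 0.0775, adjusted p = 0.00203), or 2.6-fold. For miR-542-5p it was 0.66 (standard error 0.0501, adjusted p = 0.00274), and for miR-542-3p 0.62 (standard error 0.0832, adjusted p = 0.0127). MiR-450, not well above background on the early passage array, was at least 1.2-fold higher (log2 change 0.26, adjusted p = 0.11, and 0.0385 with a robust variance trend in limma). Adjusted over the list alone, which the paper chose on these arrays and which is thus not an independent test, 5 of the 5 passed (camera for the group, adjusted p = 0.000222, and adjusted p = 0.821 with an estimated correlation). None of the 5 passed in late passage BJ-hTERT cells against early passage cells of that line, where miR-424 changed by -0.42 (adjusted p = 0.13), although it passed without late replicate 2 (-0.62, adjusted p = 0.0122). The 4 calls in senescence held without any 1 of the 6 duplicate arrays, but the lone early passage WT array stayed in every fit. With the replicate number as a block, miR-424, miR-503 and miR-542-5p still passed and miR-542-3p did not (limma, adjusted p = 0.0619). MiR-542-3p changed by -0.03 with the scanner files as linked to samples. The paper states that this group is significantly up-regulated in senescent BJ cells.

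**Figure D1:**
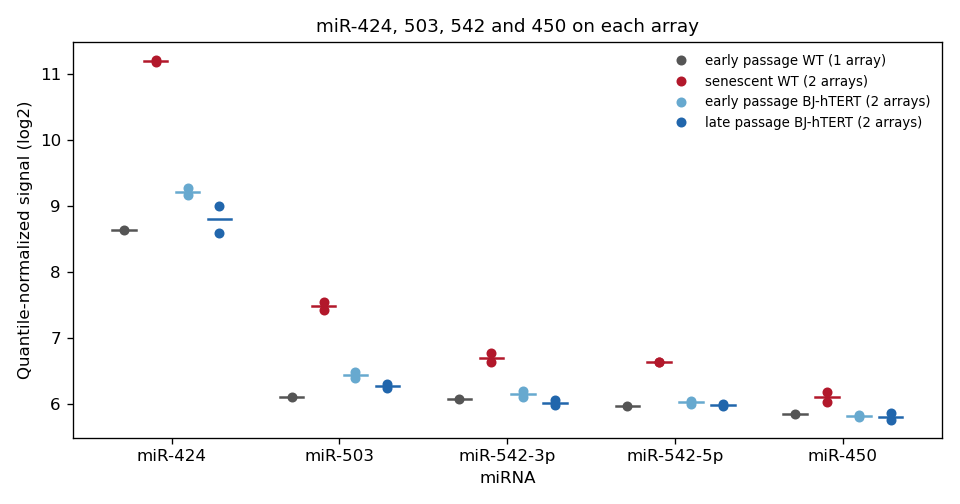
Quantile-normalized signal (log2, vertical axis) of the 5 miRNAs (horizontal axis) on each array, with points for arrays, bars for group means and colours for the 4 groups. For miR-424 the senescent mean is 11.20 and the other means lie between 8.63 and 9.22.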

Our data also reiterate the senescence-associated up-regulation of miR-373* and miR-663 and down-regulation of miR-197 observed in WI-38 cells [5] although less is known about the targets of these miRNAs.

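MiR-373* and miR-663 were slightly higher in senescent WT cells, and miR-197 was lower without passing the test. Both senescent arrays moved the same way for each of the 3. MiR-373*, on chromosome 19 of hg18 from 58983785 to 58983797, was not well above background on the early passage WT array and was at least 1.26-fold higher in senescent cells (log2 change 0.39, standard error 0.0744, adjusted p = 0.0274 from limma). It was detected on 1 of the 7 scanned arrays. MiR-663, on chromosome 20 from 26136879 to 26136892, rose from 6.09 to 6.48 ± 0.106 (log2, SD, n = 2 arrays), a log2 fold change of 0.38 (standard error 0.0887, adjusted p = 0.0408). MiR-197, on chromosome 1 from 109943090 to 109943106, went from 8.35 to 7.61 ± 0.151 (n = 2), a log2 fold change of -0.74 (standard error 0.231, adjusted p = 0.0881). In late passage BJ-hTERT cells none of the 3 passed, and none did in senescence with the replicate number as a block. Adjusted over the list alone, which the paper chose on these arrays, 2 were higher and 1 was lower. The call of miR-663 was lost without any 1 of the 6 arrays left out in turn and without the filter on dim miRNAs (adjusted p up to 0.125). MiR-373* was lost without senescent replicate 2 and without either early passage BJ-hTERT array (adjusted p up to 0.0836), and its change was -0.11 with the scanner files as linked to samples.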

We chose to validate the expression of several miRNAs during senescence with quantitative real-time PCR. The miRNAs chosen for validation were selected based on the significance of the microarray results and published evidence suggesting a role for the selected miRNAs in senescence. 

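On the arrays, miR-23a was higher in senescent WT cells, along with miR-34a and miR-542-5p, and miR-155, miR-19a, miR-143 and miR-145 were lower. The other 6 miRNAs of Table 1 did not pass the test: let-7c, miR-10b, miR-21, miR-26a, miR-146a and miR-199a*, the array's name for miR-199a-3p. Of the 13 miRNAs in the table, 3 were thus higher and 4 lower than in early passage WT cells (4 higher and 4 lower adjusted over the list alone, which the study chose on these samples). MiR-155 went from 7.72 on the early passage array to 6.86 ± 0.0735 (log2, SD, n = 2 arrays), a log2 fold change of -0.86 (standard error 0.144, adjusted p = 0.0221 from limma). MiR-143, on chromosome 5 of hg18 from 148788737 to 148788755, went from 10.83 to 10.11 ± 0.0283 (n = 2), a log2 fold change of -0.72 (standard error 0.0884, adjusted p = 0.0105). MiR-145, on the same chromosome from 148790419 to 148790440, changed by -0.67 (standard error 0.0703, adjusted p = 0.00803). MiR-19a changed by -0.76 (adjusted p = 0.034) and miR-23a by 0.62 (adjusted p = 0.0105). MiR-10b, not well above background in early passage cells, was at least 1.45-fold higher (log2 change 0.53, adjusted p = 0.0784, and 0.031 with a robust variance trend in limma), and for miR-146a the bound was 1.05-fold (adjusted p = 0.244). MiR-21 had the highest deposited value on each of these arrays (14.31). The top of the quantile-normalized scale fixes its change at 0, so the test could not have called it. MiR-143 (adjusted p = 0.0582) and miR-23a (0.0538) no longer passed without senescent replicate 2. MiR-155 no longer passed without either senescent array or without the filter on dim miRNAs (up to 0.0848), nor did miR-19a, which also failed without either early passage BJ-hTERT array (up to 0.111). With the scanner files as linked to samples, miR-155 changed by 1.23, miR-19a by 0.43 and miR-23a by -0.27. Among the miRNAs of Table 1, only miR-542-5p passed in senescence with the replicate number as a block.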

Our data confirm differential expression during senescence of several miRNAs for which considerable published evidence suggests a role in regulating senescence or proliferation-associated pathways, including miR-34a [7], [9], [10] and miR-146a [11], [12] (Table 1).

**Table 1:** Validation of select miRNA microarray results.

*MiRNA*	Senescent WT BJ fibroblasts*	Early passage BJ-hTERT cells*	Late passage BJ-hTERT cells*	Early passage quiescent WT BJ cells*
Let7c	0.3	0.8	0.7	0.7 ¥
10b	7.0 ¥	0.6	13.4 ¥	4.4 ¥
19a	1.5	3.3	3.5	1.5 ¥
21	0.4	1.9	2.3	0.7
23a	3.4 ¥	1.3	0.9	2.3 ¥
26a	2.9 ¥	1.1	1.2	2.1 ¥
34a	2.6 ¥	0.9	2.2 ¥	1.3 ¥
143	3.6	0.3	0.1	n.d.
145	3.4	0.3	0.1	1
146a	3.4 ¥	4.9 ¥	55.4 ¥	2.1
155	0.1	1	3.2	n.d.
199a-3p	3.2	1.4	1.7	2.2 ¥
542-5p	3.6 ¥	1.5	2.3	1.5

Quantitative real-time PCR was performed to validate selected microarray results. Late passage in the wild type cell line indicates senescent cells and results are shown relative to expression of U6.

*Values reflect expression relative to that in early passage WT BJ cells (set equal to 1).

¥ Denotes statistically significant values relative to 95% CI for experiments in early passage WT BJ cells. n.d. not detected.

We also validated the senescence-associated expression of several miRNAs with less abundant evidence for a senescence-associated function. We found that expression of miR-155, a proto-oncogenic miRNA [6], [8], is regulated during replicative senescence, consistent with the observed down-regulation in one study of aged WI-38 cells [13] and in aging in humans [14]. MiR-155 was ten-fold down-regulated during senescence of WT BJ fibroblasts. MiR-10b (a miRNA tied to invasion and metastasis in several cancer types) [15], [16], and miR-143 and miR-145 (polycistronic miRNAs that are down-regulated in tumors) [17] were also among the most significantly up-regulated (approximately 7-fold, 3.5-fold, and 3.5-fold, respectively) miRNAs during senescence.

### MiR-143 induces cell cycle arrest of WT BJ fibroblasts

To determine whether miR-143 can affect the proliferation of BJ fibroblasts we transfected young BJ cells with a synthetic miR-143 mimic. The MiR-143 mimic inhibited the proliferation of young BJ cells in a dose-dependent manner. At a concentration of 60 nM, miR-143 inhibited proliferation to an extent that was statistically indistinguishable from growth inhibition caused by serum starvation (Figure 3). Analysis by one-way ANOVA comparing growth of miR-143 transfected cells to control and untransfected cells suggests that transfection with a miR-143 mimic results in a significantly smaller cell population 3 days after transfection. Remarkably, identical experiments in BJ-hTERT cells indicate that hTERT expression renders BJ cells resistant to miR-143 induced cell-cycle arrest (Figure 3). Preliminary evidence suggests this result is not cell-type specific, since another foreskin fibroblast cell line, NHF1, transfected with hTERT are also resistant to miR-143 (Bonifacio and Jarstfer, unpublished data).

**Figure 3:**
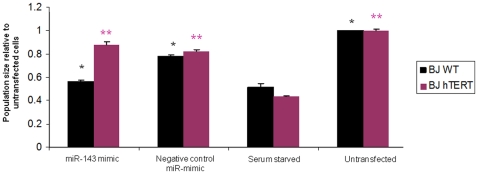
Effect of miR-143 on BJ fibroblast growth. Transient transfection of miR-143 mimic in WT BJ fibroblasts inhibits cell proliferation relative to untransfected cells at a level comparable to serum starved cells. MiR-143 does not inhibit proliferation of BJ-hTERT cells. One-way ANOVA indicates a lack of statistically significant variance between the BJ-hTERT samples denoted with purple double-asterisks. Similarly, a significant difference in variance exists between BJ WT samples denoted with black double-asterisks.

### Expression of senescence-associated miRNAs during quiescence

In order to determine if the miRNAs validated as being differentially expressed during replicative senescence are associated specifically with replicative senescence pathways or more broadly with cell cycle arrest, we used real-time PCR to reveal expression levels of selected miRNAs in early passage, quiescent BJ fibroblasts. For this application, RNA was isolated from BJ WT cells that were population doubling seven and maintained in a confluent (contact inhibited) state for 3 days. Of the miRNAs we identified as being differentially regulated during senescence and validated with RT-PCR, 6 were confirmed to be either up-regulated in senescence whereas they remained unchanged or down-regulated, in the case of miR-143, in quiescent cells (Table 1). MiR-146a is up-regulated 3.4-fold during replicative senescence and lacks a significant change in expression during quiescence. MiR-145, which is approximately 3.5-fold up-regulated during senescence, is undetected in the quiescent samples. The expression of its polycistronic counterpart, miR-143, is unchanged during quiescence relative to expression in early passage cells. MiR-23a, a miRNA capable of inducing apoptosis in HEK cells [18], is 3.4 fold up-regulated during senescence and shows no change during quiescence. Three of the miRNAs, miR-199a-3p, miR-26a, and miR-10b, that we screened were up-regulated during both senescence and quiescence, and one, miR-155, was down-regulated in both senescent and quiescent samples

### MiRNA profile of extended passage immortalized BJ fibroblasts

To determine if changes in the miRNA footprint of senescent cells were related to extended cell culturing, we utilized a BJ cell line (BJ-hTERT) rendered immortal by the stable ectopic expression of hTERT, the telomerase catalytic subunit. BJ-hTERT cells experienced the same cell culture conditions as the WT cells and were only differentiated from the WT cell line by the expression of hTERT. RNA isolated from BJ-hTERT cells was used to reveal effects of long term cell culture in the presence of telomerase on miRNA expression. The expression of a few miRNAs increased significantly over time in the immortalized cell line in contrast to a small increase or a decrease over time in the wild type BJ cells (Figure 4 and Figure S3). 

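With extended passage of BJ-hTERT cells, miR-137 and miR-146a rose, as did miR-193a, miR-30a-5p, miR-31 and all 3 members of the miR-29 family. Among the miRNAs that passed the test, miR-145 and miR-143 fell furthest, and all 5 members of the miR-23/27/24 clusters fell. MiR-146a was higher in late passage BJ-hTERT cells than in senescent WT cells as well. Of 249 tested miRNAs, 40 differed between late and early passage BJ-hTERT cells at an adjusted p under 0.05 (limma), 18 higher and 22 lower, and 68 did at an unadjusted p under 0.05. With the replicate number as a block, 23 passed. MiR-146a, on chromosome 5 of hg18 from 159844960 to 159844978, went from 5.89 ± 0.0552 (log2, SD, n = 2 arrays) to 6.96 ± 0.108 (n = 2), a log2 fold change of 1.06 (standard error 0.0718, adjusted p = 0.00155). It was well above background on only 1 of the 2 early passage arrays, and its log2 fold change ran from 0.54 to 3.55 over 7 scalings of the joined scanner files, with the largest from a background-subtracted signal and no call in 2 of them. Against senescent cells, whose matched scan (replicate 2) shows it above background, the difference was 1.04 (adjusted p = 0.00051), again with no call in those 2 scalings. For miR-137 the log2 fold change was 1.47 (standard error 0.143, adjusted p = 0.00359). MiR-145 changed by -1.61 (standard error 0.0574, adjusted p = 0.000478) and miR-143 by -1.51 (standard error 0.0721, adjusted p = 0.000944). These 4 calls held without any 1 of the 6 duplicate arrays. MiR-29b rose by 0.69, miR-29c by 0.61 and miR-29a by 0.49 (3 of 3 over all miRNAs and adjusted over the list alone; camera, adjusted p = 0.0117, and adjusted p = 0.821 with an estimated correlation). None of the 3 was called without either early passage BJ-hTERT array, and 1 was without either late passage array. In the miR-23/27/24 clusters the changes ran from -0.51 for miR-23a to -0.89 for miR-27a (5 of 5, also adjusted over the list alone; camera, adjusted p = 5.35e-05, and adjusted p = 0.821 with an estimated correlation), with 3 called without either early passage BJ-hTERT array. MiR-10b was at least 1.41-fold higher (adjusted p = 0.0458), but was lost without any 1 of the 6 arrays left out in turn and without the filter on dim miRNAs (up to 0.195), and its change was -0.14 with the scanner files as linked to samples. The count of 40 fell to 26 without either senescent array, 15 without either early passage BJ-hTERT array and 24 without late replicate 1, and to 4 with the scanner files as linked to samples. Higher calls made up 45.0% here and 36.0% to 72.2% in 6 scalings of the joined scanner files tried after the data were seen, of which the 75th percentile of detected spots moved the median of all miRNAs by 0.21 and that of all spots by -0.12. By the rule of 1 SD, 100 miRNAs counted as changed, 49 higher and 51 lower, and 64 did without late replicate 1. Other readings of 1 SD gave 42 to 339, and a fixed log2 change of 1 gave 8. From miRNAs that move in opposite directions over time in the 2 lines, the paper proposes that TERT can affect how senescence-associated miRNAs are regulated.

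**Figure D2:**
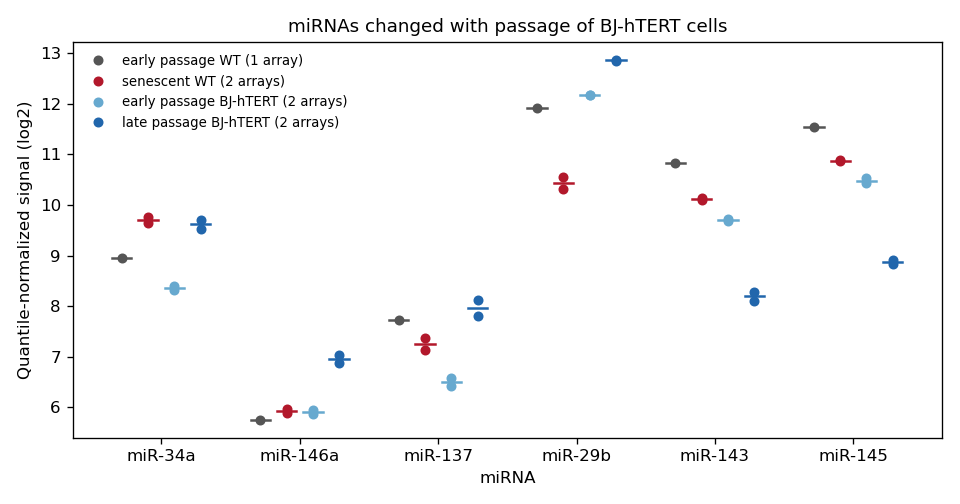
Quantile-normalized signal (log2, vertical axis) of 6 miRNAs (horizontal axis) on each array, with points for arrays, bars for group means and colours for the 4 groups. In late passage BJ-hTERT cells the mean of miR-146a is 6.96, and the other 3 groups lie between 5.75 and 5.92.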

One of the most significant examples of this is miR-155, an oncogenic miRNA [19]. 

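On the arrays, miR-155 was higher in BJ-hTERT cells than in WT cells at both passages, and within BJ-hTERT cells it did not rise with passage. Its value was 9.55 ± 0.112 (log2, SD, n = 2 arrays) in early and 9.04 ± 0.203 (n = 2) in late passage BJ-hTERT cells, a log2 fold change of -0.50 (standard error 0.118) that did not pass the test (adjusted p = 0.0538 from limma, and 0.0269 without late replicate 2). Both late passage arrays lay below the early passage mean. Late passage BJ-hTERT cells had 2.5-fold the level of early passage WT cells (log2 fold change 1.32, standard error 0.144, adjusted p = 0.0073) and 4.54-fold that of senescent WT cells (log2 fold change 2.18, standard error 0.118, adjusted p = 0.000284). Early passage BJ-hTERT cells had 3.55-fold the level of early passage WT cells (log2 fold change 1.83, adjusted p = 0.00436), a call lost without early passage BJ-hTERT replicate 2 (adjusted p = 0.0508). The passage effects of the 2 lines did not differ at the threshold (difference -0.35, adjusted p = 0.279). The direction within BJ-hTERT cells depends on the source of the values: with the scanner files as linked to samples, miR-155 rose with passage by 2.35 (log2, adjusted p = 0.0356 from limma), and the change between early passage BJ-hTERT and early passage WT cells was -0.94. Of the 2 files linked to early passage BJ-hTERT cells, however, 1 matches no sample and the other matches senescent replicate 2. Those linked to late passage cells match early and late passage BJ-hTERT replicate 2. If the deposited names are right, this rise is thus no passage effect. The probes of hsa-miR-155 lie on chromosome 21 of hg18 from 25868169 to 25868187.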

MiR-155 was expressed at similar levels in early passage WT and immortalized BJ fibroblasts soon after transfection (Table 1). However, miR-155 levels increased approximately three-fold in the late passage BJ-hTERT cells whereas in senescent WT cells miR-155 decreased ten-fold relative to early passage WT cells. In addition, miR-146a increased 10-fold in the late passage immortalized cell line when compared to the early passage immortalized cells, whereas it increased only 3.4-fold in senescent WT cells. MiR-146a levels were also higher in early passage BJ-hTERT cells when compared to the early passage WT cells. Finally, whereas miR-143 and miR-145 were significantly up-regulated in senescent BJ cells, these miRNAs were down-regulated approximately 2 and 3-fold respectively in late-passage BJ-hTERT cells.

**Figure 4:**
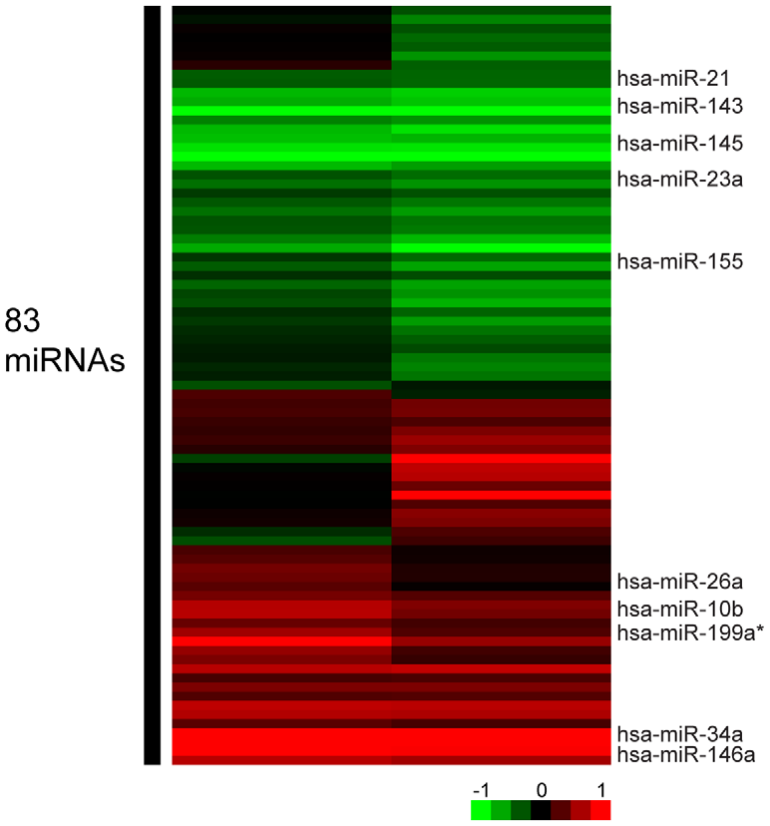
MiRNAs up-regulated during extended cell culture in BJ-hTERT cells. MiRNAs that are significantly up or down-regulated during extended passaging of BJ-hTERT cells. Array results are depicted for each duplicate of the late passage BJ-hTERT RNA sample.

## Discussion

Senescence is the result of complex input from several pathways. Recent direct and indirect data indicate a role for miRNAs in regulating senescence [5], [11], [20], [21]. We have initiated an investigation of the roles for miRNAs in senescence by examining replicative senescence in BJ fibroblasts. Replicative senescence requires significant exposure to cell culture conditions, which potentially influences miRNA expression independently of senescence. For example, recent work reveals an age-related increase in DNA methylation in multiple cell types, including telomerase positive stem cells [22], [23]. Further, this hyper-methylation was shown to be present in both primary cell lines and extended-passage cell culture [24]. This data suggests the potential for programmed genetic changes that contribute to cellular aging independent from senescence. To differentiate the impact of extended culture on the miRNA profile from changes in miRNA expression related specifically to senescence, we compared the miRNAs of late passage immortalized BJ-hTERT cells to senescent WT BJ fibroblasts.

### MiRNAs with a Significant Link to Senescence Pathways

Of the 470 human miRNAs and 64 human viral miRNAs we screened, 83 showed differential expression in BJ fibroblasts during replicative senescence. Many of the miRNAs up-regulated in senescent BJ cells, are linked to senescence in various publications. For example, the miR-424-503 polycistron, miR-542-5p and 3p, and miR-450, all of which are likely to be part of the same primary transcript [8], are up-regulated significantly in senescent BJ cells. These results are consistent with previous reports showing that miR-424 and miR-503 are capable of inducing G1 arrest in multiple cell types [8], [25]. Our data also corroborate the up-regulation of miR-373* and miR-663 and down-regulation of miR-197 observed in senescent and quiescent WI-38 cells [5]. While little is known about the pathways regulated by these miRNAs, the fact that these miRNAs are regulated in replicative-senescent BJ cells implies a p16-independent function since senescence in BJ cells is orchestrated by p53 and not p16 [6].

Notably, we identified a pair of miRNAs with previously characterized roles in cancer cells, but an unclear role in regulating proliferation of normal human cells. MiR-143 and miR-145, which are processed from the same primary transcript, are up-regulated approximately 3.5-fold during senescence in WT BJ cells and either show no change or are down-regulated in the quiescent BJ cells. Further, both miRNAs are significantly down-regulated (approximately 10-fold) in late-passage BJ-hTERT cells. Together with the reported down regulation of miR-143 and miR-145 in several cancer cells, this suggest that miR-143 and miR-145 have a general role in regulating cellular proliferation and may function as tumor suppressor miRNAs. Consistent with this hypothesis, forced expression of these two miRNAs in cancer cells resulted in decreased growth [26]. We confirmed the ability of miR-143 to induce growth arrest in normal cells by transient over-expression of a miR-143 mimic in early passage BJ cells (Figure 3). Remarkably, miR-143 failed to arrest BJ-hTERT cells (Figure 3) and NHF1-hTERT cells (Bonifacio and Jarstfer, unpublished data). Perhaps expression of TERT results in up-regulation of one or more miR-143 targets, altering the concentration of miR-143 required to induce growth arrest. Alternatively, TERT has been implicated previously in pro-proliferative pathways separate from telomerase action at the telomere [27]. For example, TERT facilitates Wnt signaling via an interaction with BRG1 [28]. The influence of TERT in pro-proliferative pathways may obscure the anti-proliferative phenotype normally conferred by miR-143. The relationship between telomerase expression and inhibition of miR-143 induced growth arrest in fibroblasts is still being determined.

### MiRNAs that Increase During Extended Cell Culture Independently of Senescence

We made the surprising discovery that the expression pattern of some miRNAs changed differently overtime in late-passage immortalized BJ cells when compared to the WT senescent BJ cells. MiR-146a, which appears to function in a negative feedback loop to suppress the senescence associated secretory pathway [11], is expressed at 5-fold higher levels in early passage BJ-hTERT cells, relative to early passage WT cells, and undergoes an even more pronounced up-regulation in late passage BJ-hTERT cells (10-fold higher in late passage BJ-hTERT compared to senescent BJ cells). MiR-146a has been shown to down-regulate IRAK1 (part of the IL-1 signaling pathway) in response to inflammatory signaling that occurs during senescence [11]. Another major inflammatory signaler, the Wingless family (Wnt) proteins, participate in pathways controlling differentiation, inflammation, and tumorigenesis [29]. Evidence supports the altered regulation of Wnt genes in cells which have bypassed senescence and undergone transformation. For instance, the Wnt2B gene is in a chromosomal region known to be deleted and rearranged in a variety of cancers [30]. In addition, a recent report revealed that hTERT facilitates Wnt signaling by binding BRG1, a histone remodeling protein that signals through the β-catenin pathway, to affect proliferation and cell survival of progenitor cells [28]. Perhaps ectopic expression of TERT in a somatic cell line such as BJ fibroblasts stimulates robust Wnt and pro-inflammatory signaling resulting in up-regulation of miR-146a as part of a negative feed-back loop.

Another miRNA exhibiting a significant increase in expression over time in BJ-hTERT cells is miR-155. This is in contrast to a gradual decrease over time in WT BJ cells in which we observed an ultimate 10-fold down-regulation at senescence compared to expression during early passage populations. The down-regulation of miR-155 during senescence in BJ cells is consistent with published data indicating its role in promoting tumorigenesis [31]. MiR-155 expression is induced by a number of inflammatory mediators and is directly induced by AP-1 binding within its promoter [32]. AP-1 is a validated suppressor of the hTERT promoter in human cells [33]. It's possible that the over-expression of hTERT in BJ fibroblasts activates a negative feedback pathway that up-regulates AP-1, thereby inducing expression of miR-155. Alternatively, if ectopic expression of TERT engages the Wnt pathway as has been proposed [28], any number of the resultant up-regulated inflammatory modulators may be involved in the up-regulation of miR-155 in late-passage BJ-hTERT cells.

Although miR-34a has been linked to senescence via numerous publications [5], [34], [35], we demonstrate up-regulation of miR-34a in late-passage BJ-hTERT cells to a similar degree as that observed in senescent WT cells. Based on the previous observation that miR-34a is more frequently down-regulated in colorectal cancer cells compared to adenomas, in contrast to the frequent down-regulation of miR-143 and miR-145 in both cancer cells and adenomas, it has been implied that miR-143 and miR-145 regulate processes implicated in earlier phases of tumorigenesis [26]. Thus we postulate that miR-143 and miR-145 are critically involved in regulating the G1/S transition, whereas miR-34a may have broader roles in regulating stress response, including the stress of long-term cell culture conditions.

In conclusion, we profiled the miRNA expression in early passage and senescent human BJ fibroblasts and compared this profile to immortalized BJ cells that expresded the hTERT. The profiles identified the following subsets of miRNAs: miRNAs whose expression is regulated in the setting of replicative senescence in human foreskin fibroblasts devoid of substantial p16 activity and miRNAs whose expression is regulated over time in the presence of enforced hTERT expression. This accounting of miRNAs affected by the ectopic expression of TERT will expand the understanding of the relationship between telomerase, replicative senescence, and senescence-independent aging. We are currently investigating the roles of several of the identified miRNAs in controlling senescence-associated phenotypes and cellular proliferation.

## Materials and Methods

### Cell Culture

Human BJ foreskin fibroblasts (ATCC) were cultured at 37°C in a 5% CO_2_ incubator in MEMα supplemented with 1 mM sodium pyruvate, 1.5 g/L sodium bicarbonate, and 10% fetal bovine serum. Replicative senescence was induced by serial passage and was determined by observing an arrest in the growth rate, changes in cell morphology and senescence-associated β-galactosidase staining. HEK 293TS cells were used to generate retrovirus for stable transfection of hTERT.

### Immortalized BJ fibroblasts

BJ fibroblasts were immortalized by stable transfection with the catalytic subunit of human telomerase (hTERT). HEK 293T cells (a generous gift from Bryan Roth, UNC, originally from ATCC) were transfected with a pBabe-hygro vector modified to contain hTERT (a generous gift from Dr. Christopher Counter, Duke University) [36]. Twenty four hours after transfection, virus-laden media was used to infect BJ fibroblasts in the presence of 5 µl/ml polybrene and non-selective media. Twenty four hours after infection, the media was changed. Twenty four hours after the media change, the infected cells were split 1∶2 and transfected cells were selected with 100 µg/ml hygromycin. Expression of hTERT was verified in the immortalized cells by using the TRAPeze Telomerase Detection kit (Chemicon).

### Senescence-associated β-galactosidase staining

Cell staining was performed using a kit from Cell Signaling Technology with samples grown in a 6-well plate. After removing growth medium from the cells, the cells were washed with PBS and fixed with the manufactures fixative solution for 15 minutes at room temperature. The cells were then washed twice with PBS and stained with X-gal staining solution overnight at 37°C following the manufacturer's protocol.

### MiRNA microarray sample preparation, hybridization, and analysis

Total RNA was isolated from wild type early passage and senescent cells, as well as immortalized early and late passage cells using mirVana miRNA Isolation kit (Ambion). Sample quality was verified by measuring the ratio of 28S to 18S rRNA using the Agilent 2100 Bioanalyzer. 200 ng total RNA was dephosphorylated with CIP and labeled with pCp-Cy3. Labeled RNA was purified via spin column and hybridized to the Agilent miRNA microarray chip version 1. Detailed protocols can be found on www.agilent.com. Mean signal for each probe was quantile normalized and log_2_ transformed. Signals that mapped to the same miRNAs were collapsed into individual miRNAs by averaging. Each cell line high passage miRNA array was normalized to its corresponding low passage miRNA array. MiRNAs that differed one standard deviation or more from the their mean expression in early passage WT cells were identified. MiRNAs changing over time (specifically in the WT cell line and not the immortalized cells) were identified by selecting only those miRNAs that differed by more than one standard deviation in the WT BJs but not in the immortalized cells. The array data are MIAME compliant and have been deposited at the GEO database at the NCBI: accession number GSE22134.

### Quantitative real-time PCR

Selected miRNA microarray expression results were validated using the miRNA Taqman Assay (Applied Biosystems.) PCR experiments were performed in triplicate using the Applied Biosystems 7500 Real Time PCR instrument and normalized to the expression of U6. 10 ng of total RNA was reverse transcribed using a miRNA-specific primer then 1 µL of RT product was subjected to real-time PCR with a miRNA-specific probe.

### Transient transfection with miRNA mimics and SRB assay

We utilized the sulforhodamine B assay, described in detail in Kirtikara et al [37] to determine effects of miR-143 on growth of early passage BJ cells. BJ WT cells at population doubling number 5 were transfected with 60 nM miR-143 mimic or negative control miRNA mimic (Dharmacon) for 6 hours in Opti-MEMI in the presence of 3 µg/ml Lipofectamine 2000. After 6 hours, media was changed to normal BJ media without antibiotic. SRB assays were performed 72 hours after transfection. One way ANOVA was used to analyze the significance of variance between cell types from 3 separate experiments, each performed in quadruplicate.

## Supporting Information

Figure S1 MiRNA expression in senescent BJ fibroblasts. MiRNA microarray results reflecting those miRNAs whose expression differed by more than 1 standard deviation from the mean expression of each miRNA in early passage WT fibroblasts.
(6.53 MB TIF) Click here for additional data file.

Figure S2 Senescence-associated miRNAs not affected by extended cell passaging. Some miRNAs changed in expression during senescence but not in late passage BJ-hTERT cells. Array results comparing senescent BJ fibroblasts to BJ-hTERT cells that were cultured for the same extended period are depicted for each of the duplicate RNA samples used in the array.
(4.65 MB TIF) Click here for additional data file.

Figure S3 MiRNAs expression during extended cell culture in BJ-hTERT cells. MiRNAs that significantly change in expression during extended passaging of BJ-hTERT cells. Array results are depicted for each duplicate of the late passage BJ-hTERT RNA sample.
(7.98 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

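MiRNA levels were measured with 1-colour Agilent arrays in early passage WT BJ fibroblasts (1 array), senescent WT cells (2 arrays), early passage BJ-hTERT cells (2 arrays) and late passage BJ-hTERT cells (2 arrays). The deposited value table is in log2 units: the authors quantile normalized the mean signal of each probe, took log2 and averaged the signals of a miRNA. The deposited scanner files give an intensity per spot, from Agilent Feature Extraction 9.5.3.1, with a local background, a background-subtracted and detrended signal and a flag for spots well above background. Each scan holds 11080 miRNA spots. The value table was checked against each scanner file over all miRNAs, and its values rise with the log2 of the mean scanner signal with slopes of 0.971 to 1.21. A scanner file matches a column at a Spearman correlation of 0.9992 to 0.99992, and the highest correlation of a matched file with any other column was 0.978. By this measure 4 files are linked to a sample other than the one whose values they match, 1 file matches no sample, and senescent replicate 1 has no scan.

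The plan was to fit the scanner signals as linked to the samples. After both sources had been seen, the value table was taken instead, and the scanner signals became an alternative, as linked and as joined to the samples whose values they match. A miRNA was tested when the scans showed it on at least 1 of 7 arrays. A filter of at least 2 arrays was run first, and was lowered after the counts were seen, since miR-450 and miR-373* dropped out. Probe positions are those on hg18 in the scanner files.

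The fit used R 4.3.3, limma 3.58.1 (eBayes, plain) and jsonlite 2.0.0, with a mean per group over the 7 arrays, 3 residual degrees of freedom and a prior of 1.73 degrees of freedom. Comparisons were senescent with early passage WT, late with early passage BJ-hTERT, early and late passage BJ-hTERT with early passage WT, late passage BJ-hTERT with senescent WT, and the difference of the passage effects of the 2 lines. P-values are two-sided and Benjamini-Hochberg adjusted over the 249 tested miRNAs within each comparison, with a threshold of 0.05. Where a group was dim by the scans, a fold is given only as a lower bound, against the level of that group with its background, in the words at least N-fold. Shared calls were compared with Fisher's exact test. Families, genomic clusters and cell type markers were tested as lists with camera at a preset correlation of 0.01 for lists of at least 3 tested members, and again with the correlation estimated. None of the 8 list calls passed with the estimated correlation. The rule of 1 SD counted a miRNA when either array of a group, against the early passage mean of its line, moved by more than the SD over the spots of that miRNA on the early passage array.

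Named miRNAs are all those the paper names, and for 3 comparisons the 10 highest and 10 lowest log2 fold changes among those past the threshold whose duplicates moved the same way. List members are named where a list is described. Values in the paper's Table 1 had been seen when the rule was set. The alternatives were other filters, a variance trend with robust fit, the replicate number as a block, each duplicate array left out in turn, the scanner files as linked, 7 scalings of the joined scanner files, a block with the senescent replicate numbers crossed, other readings of 1 SD, and a rule of 2-fold in both duplicates. With 60 of 249 miRNAs changed in 20 simulations, the senescence fit recovered 40.5%, 79.5% and 95.0% of log2 changes of 0.3, 0.6 and 1.2, with 2.87% false calls, and the late against early passage BJ-hTERT fit recovered 54.5%, 83.2% and 98.5%, with 5.74% false calls. The simulations drew errors independently for each miRNA and array, with the same variance of a miRNA in all groups. Duplicate arrays differed by a median of 0.082 (senescent), 0.079 (early passage BJ-hTERT) and 0.104 (late passage BJ-hTERT) on the log2 scale. The SD of these differences was 0.271, 0.144 and 0.404 in the same order, and the differences correlated between groups. The simulated shares may therefore not hold for these arrays. The raw data of the RT-PCR and growth assays were not analysed here; the RT-PCR folds printed in the paper's Table 1 were compared with the arrays.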

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

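The match between scanner files and samples and the tests of column labels within each group were chosen only after the results were seen; the test of the labels over all groups was set before its result.

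The effect of senescence and the effect of late passage in BJ-hTERT cells differed by a direct test (limma) for 28 named miRNAs. The difference, senescence minus BJ-hTERT, was 2.98 (log2) for miR-424, 1.57 for miR-181a and miR-199b, 1.54 for miR-503, 1.34 for miR-199a, 1.17 for miR-23b, 1.16 for miR-27b, 1.13 for miR-23a, 1.12 for miR-193b, 1.06 for miR-27a, 0.94 for miR-145, 0.79 for miR-143, 0.78 for miR-101, 0.76 for miR-24, 0.75 for miR-542-3p, 0.74 for miR-210, 0.72 for miR-22, 0.70 for miR-149 and miR-542-5p, and 0.37 for miR-21. It was -0.58 for miR-29a, -0.60 for miR-193a, -0.89 for miR-146a, -1.0 for miR-16, -1.24 for miR-7, -1.65 for miR-31, -1.94 for miR-137 and -2.16 for miR-29b. The value for miR-146a is not a measured size, since it was not above background on the early passage WT array, and its senescence change is known only as at least 1.05-fold. That for miR-21 rests on a senescence effect fixed at 0 by the top of the quantile-normalized scale, and its BJ-hTERT effect of -0.38 became 0.21 and 0.28 in 2 scalings of the joined scanner files. For miR-143 and miR-145 both effects were negative, and the fall was larger in BJ-hTERT cells. The lines also differ in passage range, 2 to 8 in WT cells and 3 to 17 in BJ-hTERT cells, so these differences do not separate hTERT from the number of passages.

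Early passage BJ-hTERT and early passage WT cells, a comparison the paper makes by RT-PCR for some miRNAs, differed in 36 miRNAs, but in 4 without early passage BJ-hTERT replicate 1 and in 2 without replicate 2. Of the 36, 47.2% were higher, against 33.3% to 55.3% in 6 scalings of the joined scanner files. One viral probe also passed in senescent cells: kshv-miR-K12-3 was 0.64 higher (log2, adjusted p = 0.029). It was -0.80 in late passage BJ-hTERT against senescent cells (adjusted p = 0.00345). No explanation of this signal was tested.

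The scanner files and the deposited values of a sample do not belong together for 5 of 7 samples. One file, linked to early passage BJ-hTERT replicate 1, matches no sample, shows 49 miRNAs and 9.94% of spots above background, and has a mean of 222.1 in its negative controls against 22.0 to 24.7 in the others. Of the 5 files, 4 match the values of exactly 1 other sample, which is what files attached to other samples would give. Whether columns of the value table are under wrong labels, with the linked scanner files right, was tested by RT-PCR: over the 39 fold changes of the paper's Table 1, the Pearson correlation across miRNAs was 0.70 with the value table and 0.291 with the scanner files as linked, a difference of 0.409. This argues against wrong labels for the senescent columns, where the difference was 0.865 (0.478 against -0.387; at least 0.291 with any 1 of 13 miRNAs left out). It does not for the late passage BJ-hTERT columns, where the difference was 0.0708 (0.871 against 0.80), nor for the early passage BJ-hTERT columns, where it was 0.476 but the linked values include the unmatched scan. For both, wrong labels on the columns and on the files cannot be told apart by this test. MiRNAs are not independent replicates. A wrong label on a single column, and the origin of the unmatched file, also stay open, and no biological explanation was tested.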

How the results depend on the processing

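The joined scanner files, the choice between detection on at least 1 scanned array (used here) and at least 2 (run first), the crossed block and the pooled reading of 1 SD came only after results were seen; the other alternatives were planned.

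The numbers of miRNAs called are given in the order senescent against early passage WT, late against early passage BJ-hTERT, early and late passage BJ-hTERT against early passage WT, late passage BJ-hTERT against senescent, and the difference of passage effects: 58, 40, 36, 49, 119 and 43. Testing only miRNAs detected on all 7 scans, which tests fewer miRNAs, called 21, 20, 14, 26, 28 and 21. These scans include the one that matches no sample and shows 49 miRNAs, so that 47 were tested. Without a filter 36 were called in senescence. With the replicate number as a block 7, 23, 6, 19, 93 and 21 were called, and 36 of the 69 named calls did not pass. In the scans joined by their values the replicate number is also the slide row, so this block is also a block by slide row. Senescent replicate 1 has no scan, so its row is not known. The differences between duplicates had a Spearman correlation across miRNAs of 0.824 (Pearson 0.438) between early and late passage BJ-hTERT cells. Between senescent cells and these groups it was -0.807 and -0.839 (Pearson -0.392 and -0.213). A block with the senescent numbers crossed called 118, 97, 86, 108, 177 and 99. That pairing was taken from these correlations, is stated nowhere and goes against the slide row of senescent replicate 2. The scanner files as linked called 0, 4, 0, 0, 0 and 0 (limma; 7, 40, 15, 4, 1 and 10 at an unadjusted p under 0.05). The rule of 2-fold in both duplicates counted 5, 4, 6, 6, 24 and 17. Leaving out 1 array gave 15 to 53, 15 to 33, 2 to 34, 37 to 45, 86 to 112 and 22 to 35, with fewer arrays in each fit. The lowest values of the first 3 came without senescent replicate 2, either early passage BJ-hTERT array, and early passage BJ-hTERT replicate 2.

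In the joined scanner files, which lack senescent replicate 1, the 75th percentile of detected spots called 8, 18, 19, 33, 103 and 9, that of all spots 39, 25, 24, 30, 99 and 26, the median over spots 6, 5, 12, 7, 58 and 0 (limma; 54 at an unadjusted p under 0.05), and median-centring without a quantile step 0 in all 6 (limma; 26, 12, 5, 12, 36 and 16 at an unadjusted p under 0.05). With normexp 35 were called in senescence. Joined quantile values called 47, 31, 38, 51, 92 and 38.

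By the rule of 1 SD, 127 miRNAs counted in senescence, 72 of them not in late passage BJ-hTERT cells, and 100 in those cells. The SD over all arrays gave 373, 157 and 339, a log2 change of 1 gave 12, 12 and 8, both duplicates gave 81, 56 and 42, the SD of the ratios of each array gave 86, 39 and 85, the joined processed signal gave 199, 72 and 273, and the pooled SD gave 83, 41 and 83. Leaving out 1 array gave 99 to 127, 56 to 89 and 64 to 116. Of the lists, 8 were called with the preset correlation, 0 with the estimated one (camera; 1 at an unadjusted p under 0.05) and 5 on the joined processed signal. The linked scanner files called 6: the miR-17-92 list was then higher in senescence (adjusted p = 0.000126) and in late passage BJ-hTERT cells (1.58e-08).

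Of 90 named values 69 passed. Of these, 29 were kept under every planned setting that tested them, apart from the block and the linked scanner files. MiRNAs not detected on all 7 scans, such as miR-424 and miR-503, were not tested under that filter. It counts the scan that matches no sample and shows 49 miRNAs. By the values they match, the files linked to senescent cells are BJ-hTERT arrays, and 1 of those linked to early passage BJ-hTERT cells is a senescent array. With the linked files 29 named values reversed, all but 1 without a call. In senescence these were miR-155 1.23, miR-19a 0.43, miR-23a -0.27, miR-34a -0.04, miR-373* -0.11, miR-542-3p -0.03, miR-181a -0.09, miR-768-3p -0.02, miR-199b -0.37, miR-29b 0.74, miR-16 0.78, miR-15b 0.75, miR-93 0.26, miR-7 0.37, miR-106a 0.21 and miR-106b 0.39. Between late and early passage BJ-hTERT cells they were miR-10b -0.14, miR-155 2.35 (called), miR-199b 0.02 and miR-149 0.17. For early passage BJ-hTERT against WT cells they were miR-155 -0.94, miR-15b -0.82, miR-16 -0.95, miR-25 -0.86, miR-93 -0.90, miR-758 -0.23, miR-106b -1.11, miR-130b -0.96 and miR-18a -0.43. On the joined files miR-21 in late passage BJ-hTERT cells was 0.21 with detected spots and 0.28 median-centred, and miR-27b in early passage BJ-hTERT cells was 0.41 with the median over spots. Apart from the filters and the arrays left out, the cause was not tested.

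Signal over background limits dim miRNAs: 285 of the 534 were not tested, and a change in one below background on most arrays, such as miR-450, is a lower bound.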

Differences from the paper's values

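The pooled reading of 1 SD and the comparison by rounding were chosen only after the values were seen; the other alternatives were set before the data were examined. The paper's Table 1 gives RT-PCR folds, and the values beside them are array folds, both relative to early passage WT cells, so the measures differ. The table states no errors, and its mark for values outside the confidence interval of early passage cells is carried, among the values below, by miR-23a, miR-26a, miR-34a and miR-542-5p in senescent cells.

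On the side of 1, the arrays and the paper's RT-PCR values match for 9 of 13 miRNAs in senescent cells, 8 of 12 in early passage BJ-hTERT cells and 11 of 13 in late passage BJ-hTERT cells. In senescent cells the paper's fold and the array fold were 0.3 and 0.91 for let-7c, 1.5 and 0.592 for miR-19a, 0.4 and 1.0 for miR-21, 3.4 and 1.54 for miR-23a, 2.9 and 1.08 for miR-26a, 2.6 and 1.69 for miR-34a, 3.6 and 0.607 for miR-143, 3.4 and 0.629 for miR-145, 0.1 and 0.552 for miR-155, 3.2 and 1.61 for miR-199a-3p (miR-199a* on the array), and 3.6 and 1.58 for miR-542-5p. The gap closes for miR-19a with the scanner files as linked to samples, and for miR-34a without senescent replicate 2. The others differ under all the alternatives set in advance. The array fold of 1.0 for miR-21 here and in early passage BJ-hTERT cells is not a measurement, since miR-21 holds the top of the quantile-normalized scale (14.31) on all 5 of those arrays. In both groups the tally of sides still counts miR-21 as a miRNA that does not match. In early passage BJ-hTERT cells it also counts miR-155 so, since the paper's fold there is printed as 1 and lies on neither side.

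In early passage BJ-hTERT cells the paper's fold and the array fold were 3.3 and 1.51 for miR-19a, 1.9 and 1.0 for miR-21, 1.1 and 0.622 for miR-26a, 0.3 and 0.459 for miR-143, 0.3 and 0.476 for miR-145, 1 and 3.55 for miR-155, and 1.4 and 0.871 for miR-199a-3p. In late passage BJ-hTERT cells they were 3.5 and 1.47 for miR-19a, 2.3 and 0.771 for miR-21, 1.2 and 0.706 for miR-26a, 0.1 and 0.161 for miR-143, 0.1 and 0.156 for miR-145, and 2.3 and 1.01 for miR-542-5p. These differ under all the alternatives set in advance. The fold of 0.771 for miR-21 is taken against a value at the top of the scale (14.31), so its size is uncertain. The change of miR-21 from early to late passage BJ-hTERT cells became 0.21 and 0.28 (log2) in 2 of the 7 scalings of the joined files. The paper gives 1 decimal: with the nearest value that rounds to the printed one (0.35 or 0.15), the gaps of miR-143 and miR-145 in both groups of BJ-hTERT cells fall to 1.31, 1.36, 1.07 and 1.04 times, under the limit of 1.5, and no other gap in these 3 groups does.

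The paper counts 83 miRNAs past 1 SD in senescent cells, and 127 were counted here. About 42 appear in Fig. 2B, read by eye, as changed in senescence and not in late passage BJ-hTERT cells, and 72 were counted here. Both counts fall within 1.5 times the paper's with the SD of the ratios of each array, both duplicates past 1 SD, detected miRNAs only, without senescent replicate 1, without senescent replicate 2, and with the scanner files as linked. They stay apart with the SD over all arrays, a log2 change of 1, and without any 1 of the 4 BJ-hTERT arrays. The SD of the ratios pooled over both duplicates, a reading chosen after the values were seen and after other readings had been tried, gives 83 and 41. Under both it and the reading used here, the 8 miRNAs the paper names in its text from the senescent arrays count, but miR-143, which Fig. 2A shows, counts only with the pooled SD.

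The paper has miR-143 and miR-145 higher in senescent cells. On the arrays they changed by -0.72 and -0.67, and they were also lower in the array panel of Fig. 2A. The paper has miR-155 rise in BJ-hTERT cells with passage. On the arrays it changed by -0.50 and did not pass, while with the scanner files as linked it rose by 2.35 (limma, adjusted p = 0.0356). Of the 2 files linked to early passage BJ-hTERT cells, 1 matches no sample and the other matches senescent replicate 2. The paper places miR-450 and miR-197 among the miRNAs regulated in senescence, and neither passed here (adjusted p = 0.11 and 0.0881). MiR-450 passed with a robust variance trend (adjusted p = 0.0385; 0.0385 to 0.253 over the alternatives set in advance with the value table), and both counted by the rule of 1 SD.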

Other observations

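All tests of explanations in this part were chosen only after the results were seen.

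Early passage BJ-hTERT cells, which share the early passage WT array with the senescence comparison, had more miR-15b (1.06, log2), miR-16 (0.83), miR-25 (0.66), miR-93 (0.63), miR-758 (0.62), miR-149 (0.62), miR-106b (0.62), miR-130b (0.51) and miR-18a (0.50) than early passage WT cells; with the scanner files as linked, all of these except miR-149 were lower. They had less miR-137 (-1.22), miR-31 (-1.16), miR-148a (-1.04), miR-23b (-0.87), miR-27b (-0.73), miR-26a (-0.69) and let-7c (-0.67), and miR-196a was at least 1.61-fold lower. MiR-27b was higher (0.41) with the median over spots of the joined files. MiR-143 (-1.12) and miR-145 (-1.07) were also lower. Of these calls, miR-31 and miR-145 held without any 1 of the 6 duplicate arrays, and the others were lost without 1 or both early passage BJ-hTERT arrays. The lone early passage WT array stayed in every fit. In the miR-17-92 and paralog clusters 6 of 13 were higher (9 adjusted over the list alone) and none was without either early passage BJ-hTERT array, and all 13 were lower with the scanner files as linked.

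Most other lists changed little (counts over all miRNAs, with those adjusted over the list alone in brackets). In senescence the cluster of miR-221 and miR-222 had 2 of 2 lower (2), the miR-34 family 1 of 3 higher (1), the inflammation-linked miRNAs 1 of 4 lower (1), the miRNAs of the HOX clusters 1 of 4 lower (1 higher and 1 lower), the miR-302 and miR-371-373 clusters 1 of 3 higher (1), the 14q32 imprinted cluster 1 of 34 higher (1), and the miR-30, miR-26 and miR-100, miR-99a and miR-125 lists 0 of 7, 0 of 2 and 0 of 5. The 4 other miRNAs the paper names, a list it chose on these arrays, which is thus not an independent test, had 3 higher (4; camera, adjusted p = 0.00183, and adjusted p = 0.821 with an estimated correlation). In late passage BJ-hTERT cells the 14q32 cluster had 3 higher and 2 lower of 34 (6 and 3; camera, adjusted p = 0.034, and adjusted p = 0.964 with an estimated correlation), the cluster of miR-199 and miR-214 2 of 4 lower (2), the miR-30 family 1 of 7 higher (1), the miR-34 family 1 of 3 higher (1), miR-221 and miR-222 1 of 2 lower (1), the miR-17-92 and paralog clusters 1 of 13 lower (1), and the HOX, inflammation-linked and miR-100, miR-99a and miR-125 lists each 1 higher and 1 lower (1 and 1, 1 and 2, and 2 and 2). No marker miRNA of epithelium (8), blood cells (6), muscle (4) or liver (1) was detected, and none of 1 endothelial and 2 neural markers passed over all miRNAs.

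The RT-PCR values of miR-143 and miR-145 rise in senescence in the paper, while the arrays fall. None of the scalings tried reversed the fall: over 7 scalings of the joined scanner files the higher of the changes was -0.38. MiR-143 ran from -0.56 to -0.93 and miR-145 from -0.38 to -0.77. All 7 bring the arrays to a common level, and they hold 1 senescent scan and 1 early passage WT scan. A change in the total amount of miRNA would be missed by all of them, so normalization as a cause is not excluded. A single shift from the reference RNA of the RT-PCR cannot be told apart from a change of these miRNAs: the nearer of the pair lay 0.84 SD from the median gap between RT-PCR and array of the other 11 miRNAs (1.15, SD 1.54, from -2.46 to 2.28; miR-143 2.57 and miR-145 2.44), and so wide a spread keeps it open. The limit for this verdict was tightened after the value was seen. A difference between the RNA samples used for the assays was not tested.

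Fold changes of dim miRNAs may be held down by background left in the deposited values. Among the miRNAs called between late and early passage BJ-hTERT cells, the ratio of the background-subtracted to the deposited log2 change had a median of 1.78 in the dimmer 20 and 0.966 in the brighter 20, 1.84 times as large. MiR-146a went from 1.06 to 3.55 (adjusted p = 0.0235) with the background-subtracted signal. A floor on low signals in that setting was not separated from the background.

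Across the 249 miRNAs, which are not independent replicates, the passage effects of the 2 lines had a Pearson correlation of 0.0815 and a Spearman correlation of 0.179. The 285 miRNAs below background give no fold. Viral probes other than kshv-miR-K12-3 passed only between late passage BJ-hTERT and senescent cells: hcmv-miR-UL70-3p, kshv-miR-K12-10a and kshv-miR-K12-10b, not above background in late passage BJ-hTERT cells, were at least 1.16-fold, 1.05-fold and 1.02-fold lower there.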
